A study of Mus musculus with 27 samples.

How the data were processed

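RAW264.7 cells, a mouse macrophage line, were treated for 6 h with DMSO, with LPS (lipopolysaccharide) or with LPS and TM7nox. Per the labels' protocols, about 30 M cells per sample were lysed in a buffer with NP-40. For ribonucleoprotein immunoprecipitation (RIP), RNA was taken with TRIzol from beads carrying an anti-HuR antibody or control IgG. For total RNA, TRIzol was added to cell pellets. Libraries were made with the SMART-Seq Stranded kit from 7 ng of fragmented RNA, per the same protocols. The authors deposited 1 table of raw counts, which gives a whole number of reads per gene and library for 55483 Ensembl mouse genes in 27 libraries, with no normalization. Per the file headers, it also gives gene symbols, descriptions and biotypes. The aligner, the counting tool, the genome build, the annotation release and whether counting used the strand are not given in the sources used here. The libraries carry no stated molecular identifiers, so reads that are PCR copies of 1 molecule count separately. Confidence intervals and detection floors printed here therefore cover counting error only.

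All 27 libraries were assigned to a treatment and an assay by the labels: 12 total RNA libraries (4 per treatment), 12 anti-HuR RIP libraries (4 per treatment) and 3 IgG libraries (1 per treatment, all replicate 3). Every gene in the table had an identifier and a symbol, and 120 symbols were repeated. Of the identifiers, 51731 (93.2%) matched the GENCODE M39 mouse annotation by Ensembl number. Coordinates are from that match and are on GRCm39, which is not known to be the authors' build. Overlaps with other genes are given where a gene is named with its coordinates and for the panel, because reads of the overlap could have been given to either gene. No pair of replicates within a group agreed within sampling noise. The chi-square per gene lay between 38.0 and 213 for the 36 pairs, over genes with at least 20 counts in the pair.

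The depth of the libraries ranged from 2728534 to 41449233 counts. At these depths the intervals of the single-library shares printed were narrower than the differences between those libraries, while values that rest on fewer than 10 counts are uncertain. A count of 0 over a group was treated as a floor of 3 counts over that group. Single-library shares have 95% Wilson intervals.

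Counts were tested with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F tests (two-sided) with TMM scaling and Benjamini-Hochberg adjustment over the genes tested. Genes were kept by filterByExpr with a minimum count of 10. A gene was called at an adjusted p, or FDR, under 0.05. All adjusted p-values of single genes are from this test unless another is named. The 12 RNA libraries were fitted together, as were the 12 RIP libraries. RIP over RNA within a treatment, and the change of RIP over RNA between treatments (an interaction), came from 1 fit of those 24 libraries. Anti-HuR was compared with IgG over 15 libraries with treatment as a covariate, since 1 IgG library per treatment allows no test within a treatment. The SE printed with a log2 fold change is its absolute value divided by the square root of F, an approximation. It can fail for single genes. For Ifnb1 it was 0.273 for the interaction of LPS with DMSO, but 1.58 for RIP over RNA in DMSO, which enters that interaction. CPM values (counts scaled to a common library size) are on 1 TMM scale over the 27 libraries. TMM assumes that most genes have equal levels in 2 libraries, so RIP over RNA is relative to the typical gene and carries no absolute scale.

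Gene lists were tested with camera in limma 3.58.1, on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. The 5 lists held inflammatory response genes, interferon response genes, mRNAs reported as HuR targets or AU-rich, ribosomal protein genes and mitochondrially encoded genes. They were tested in 5 comparisons, with Benjamini-Hochberg adjustment over the 25 tests. The inflammatory and HuR lists shared 12 genes, the interferon and HuR lists shared 1, and no gene was in both the inflammatory and interferon lists. A further 3 lists of Nrf2 target, Atf4 target and heat shock genes were added after the results had been seen, with adjustment over those 3. Shares of counts were compared by exact two-sided permutation tests, with Benjamini-Hochberg adjustment over 14 tests. With 4 libraries against 4, the smallest p they can give is 0.0286. Sequence features of coding genes came from the GENCODE M39 transcripts on GRCm39. The U share was taken over 3′ UTRs of at least 50 bases. A value was available for 10981 of 11248 coding genes tested (97.6%).

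The groups, tests, named-gene rule, gene lists and most alternatives were fixed before the data were examined. The rule names the 10 genes of a fixed panel: Elavl1, Tnf, Il1b, Il6, Il10, Cxcl10, Ptgs2, Nos2, Ifnb1 and Zfp36. It also names, in 7 comparisons, the 3 genes with the largest log2 fold change in each direction. These had to be called, to have a mean of at least 5 CPM over the libraries fitted, and to show no overlap between the libraries of the groups. For an interaction, the same-numbered RIP minus RNA differences of the 2 treatments could not overlap. Genes with predicted symbols (Gm and digits, ending in Rik, or containing -ps) and genes without a symbol were passed over. Where fewer than 3 passed, those that passed were named, and where none passed, the 2 genes with the smallest p were named as not passing.

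The replicate numbers come from the labels, which do not say what a number stands for. Whether they pair the libraries was checked with deviations of log2(CPM + 0.5) from group means over 8610 genes. All 48 correlations between same-numbered libraries of groups compared were above 0.1, with a lowest value of 0.163. The median was 0.446 for the same number and -0.168 for different numbers. The numbers were therefore taken to pair the libraries, and a replicate block was one of the alternatives. The deviations also parted replicates 1 and 2 from replicates 3 and 4, with a median correlation of 0.11 within these pairs of numbers and -0.26 between them. That parting was treated as a batch. The alternatives restricted to replicates 1 and 2, or to 3 and 4, were added after it was seen, as were a replicate block within each assay and some alternatives for the gene lists.

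The other alternatives were DESeq2 size factors in place of TMM, no low-count filter, the Wald test of DESeq2 1.42.0, a fit of only the groups compared, each library left out in turn, and fry in place of camera. RIP over RNA was also scaled by library size only, and anti-HuR was also compared with IgG in replicate 3 only. The test scripts were tested on simulated counts with the real means and depths, in which 200 genes were changed by a log2 of 1. For RNA, LPS against DMSO, 61.5% of the 200 were recovered among 12369 genes, with 4 false calls. For RIP, LPS against DMSO, 43.5% were recovered among 13614 genes, and for RIP over RNA in DMSO 57% among 14311 genes. For the interaction of LPS with DMSO, 18.5% were recovered among 14311 genes. The Wald test of DESeq2 recovered more of the 200 but made more false calls. It made 26 for RNA, LPS against DMSO, 11 for that interaction and 17 for that of LPS+TM7nox with LPS. By edgeR there were 4, 2 and 0 in the same order. A call by DESeq2 alone is therefore less certain. Figures were drawn with Python 3.11.15. Other tanshinone mimics, other doses and other time points were not analysed here.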

Results

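The data were read counts per gene in 27 libraries from RAW264.7 cells, a mouse macrophage line, after 6 h in DMSO, in LPS at 1 µg/ml or in LPS with TM7nox. LPS is a lipopolysaccharide of bacterial cell walls that activates macrophages. TM7nox belongs to the tanshinone mimics, which were designed to interfere with the binding of the protein HuR to RNA and were given at 10 µM per the labels. HuR is encoded by Elavl1 and binds U-rich and AU-rich stretches of mRNA. Total RNA was profiled in 4 libraries per treatment. RNA recovered with an anti-HuR antibody (RIP) was profiled in 4 libraries per treatment, and RNA recovered with control IgG in 1. The RNA libraries held 2.73 to 27.5 M counts in DMSO, 17.4 to 28.3 M in LPS and 16.3 to 26.6 M in LPS+TM7nox. RNA DMSO replicate 1, at 2.73 M, was the shallowest of all, and the next lowest RNA library held 16.3 M. The RIP libraries held 20.7 to 35.1 M counts in DMSO, 26.2 to 34.9 M in LPS and 19.8 to 41.4 M in LPS+TM7nox. The IgG libraries held 21.2, 24.5 and 8.87 M counts in the same order.

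Mitochondrially encoded genes took 17.4% ± 2.96 of the counts in RNA libraries (SD, n = 12) and 1.09% ± 0.468 in RIP libraries (SD, n = 12). In the IgG libraries this share was 6.13% (Wilson 95% interval 6.12 to 6.14) in DMSO, 5.57% (5.56 to 5.58) in LPS and 5.31% (5.29 to 5.32) in LPS+TM7nox. RIP was lower than RNA in each treatment by an exact permutation test (p = 0.0286, adjusted 0.0445), the smallest p that 4 libraries against 4 can give. The share counts all genes with mt- symbols, ribosomal RNAs included, so abundant genes weigh most. It does not hold for each gene. Of 10 such genes tested in RIP over RNA, 7 were lower and 3 higher in DMSO, and 9 and 1 in LPS. The beta-actin gene Actb took 0.722% ± 0.22, 1.14% ± 0.106 and 0.584% ± 0.0406 of counts in RNA from DMSO, LPS and LPS+TM7nox (SD, n = 4 each). In RIP its shares were 8.76% ± 3.0, 15.7% ± 2.51 and 9.82% ± 1.51 (SD, n = 4 each). In IgG they were 0.618% (0.615 to 0.622), 1.33% (1.32 to 1.33) and 0.652% (0.647 to 0.658). The Actb share in RNA was higher in LPS than in DMSO and lower in LPS+TM7nox than in LPS, both with an exact permutation p of 0.0286 (adjusted 0.0445). The fall from LPS to LPS+TM7nox in RIP had the same exact p. The rise from DMSO to LPS in RIP had an exact p of 0.0571 (adjusted 0.0799) without regard to replicate numbers. It was seen in 4 of 4 same-numbered pairs, by 5.46 to 9.29 points, and 4 pairs allow no paired exact p under 0.125. The libraries of the groups in these Actb and mitochondrial comparisons did not overlap within replicates 1 and 2 or within replicates 3 and 4. There, 2 libraries per group are too few for an exact permutation test to pass the threshold.

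The first principal component of the 24 RNA and RIP libraries held 63.0% of the variance and separated RIP from RNA. The second, with 25.1%, separated DMSO from both LPS treatments. The libraries also differed between replicates 1 and 2 and replicates 3 and 4. With the 6 groups as terms, 3574 of 14311 genes were called between these pairs of numbers, 613 of them with a log2 fold change of at least 1 and 5 of at least 3. Parting the numbers as 1 and 4 against 2 and 3 called 177 genes. Each RNA and RIP group had 2 libraries on either side, so the difference was not confounded with treatment or with RIP against RNA. All 3 IgG libraries are replicate 3, so it is partly confounded with the antibody in anti-HuR against IgG. Values within each pair of numbers are given beside the counts, and those of single genes and lists where they changed a call.

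Total RNA from LPS and DMSO was compared to measure the response of the cells to LPS. Of 12369 genes tested, 5190 were called at an FDR under 0.05, with 2500 higher and 2690 lower in LPS. A log2 fold change of at least 1 was reached by 1294 of the higher and 1340 of the lower genes. Replicates 1 and 2 alone, which include the shallowest library, moved this count most and called 1668 genes, 1661 of them shared. Replicates 3 and 4 alone called 7349, 5020 of them shared. The called genes that were tested in each pair of numbers kept their direction there, 5161 of 5161 and 5179 of 5179.

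**Figure D1:**
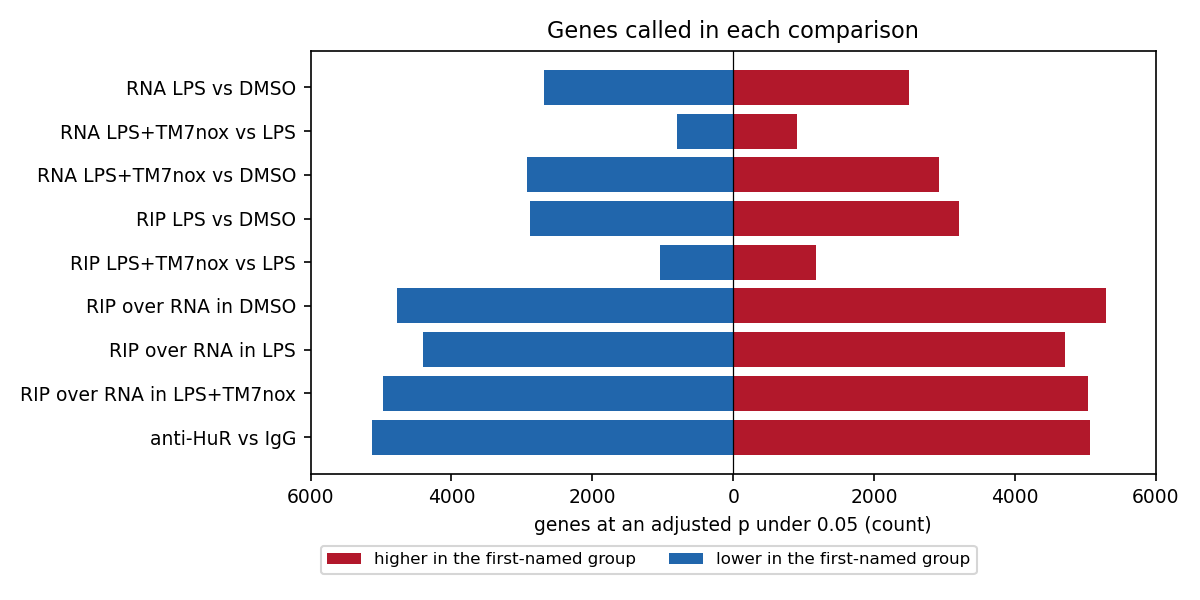
Bars give the number of genes called at an FDR under 0.05 (horizontal axis) in 9 comparisons (vertical axis). Genes higher in the first-named group are drawn to the right and lower ones to the left. RNA LPS vs DMSO had 2500 higher and 2690 lower genes, and RNA LPS+TM7nox vs LPS 912 and 792.

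The largest increase in RNA was that of Il1b (ENSMUSG00000027398, chromosome 2, 129206490 to 129213059, overlapped on the other strand by Il1bos). It rose from 0.706 ± 0.837 to 1136 ± 309 CPM (SD, n = 4 each), a log2 fold change of 10.51 (SE 0.688, FDR 3.93e-08). Il1a (ENSMUSG00000027399, chromosome 2, 129140291 to 129152098, overlapped by Gm14023 on the other strand) rose by a log2 of 10.41 (SE 0.539, FDR 5.12e-09), from 0.250 ± 0.248 to 351 ± 128 CPM. Serpinb2 (ENSMUSG00000062345, chromosome 1, 107428593 to 107463208, overlapped by Serpinb10 on the same strand and Gm70772 on the other) rose by 10.04 (SE 0.748, FDR 1.4e-07) to 76.0 ± 32.6 CPM. Its DMSO libraries held 7 counts in all, 6 of them in replicate 3. Without RNA DMSO replicate 3 the log2 fold changes were 12.02 for Il1b, 11.76 for Il1a and 12.02 for Serpinb2. The largest decrease was that of H3c8 (ENSMUSG00000099517, chromosome 13, 23719592 to 23720121), from 87.2 ± 51.6 to 4.15 ± 3.12 CPM, a log2 fold change of -4.44 (SE 0.635, FDR 6.79e-05). It was -5.03 without RNA LPS replicate 1. Slc16a12 (ENSMUSG00000009378, chromosome 19, 34642642 to 34724858) changed by -4.31 (SE 0.385, FDR 7.76e-07) and Fam13c (ENSMUSG00000043259, chromosome 10, 70225670 to 70394834, overlapped by Phyhipl and Gm66435 on the other strand) by -4.15 (SE 0.387, FDR 1.19e-06).

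Elavl1 (ENSMUSG00000040028, chromosome 8, 4332576 to 4375489, overlapped by Ccl25 on the other strand) lay at 90.2 ± 18.5 CPM in DMSO RNA, 109 ± 15.9 in LPS and 92.1 ± 10.4 in LPS+TM7nox (SD, n = 4 each). Its log2 fold change in LPS was 0.24 (SE 0.160, FDR 0.255), which did not pass the threshold. With the replicate block its FDR was 0.016, and in replicates 3 and 4 it was 0.00283, within a range of 0.00283 to 0.563 over 15 alternatives. The other 9 panel genes were all called higher in LPS, and 9 were called when adjusted over the list alone. Tnf (ENSMUSG00000024401, chromosome 17, 35418357 to 35420983) rose from 52.6 ± 17.6 to 677 ± 75.9 CPM, a log2 fold change of 3.65 (SE 0.241, FDR 4.23e-08). The remaining panel genes rose by 4.53 (Zfp36) to 10.51 (Il1b). Of these, Cxcl10 (by Art3), Ptgs2 (by Ptgs2os), Nos2 and Zfp36 (by predicted genes) are overlapped on the other strand. Il6 rose by 9.33 (SE 1.077, FDR 9.55e-06) on 8 counts in DMSO, by 11.48 without RNA DMSO replicate 3 and by 8.69 without RNA DMSO replicate 2.

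LPS+TM7nox and LPS were compared in RNA to measure what the compound changed in LPS-treated cells. There were 1704 called genes, 912 higher and 792 lower in LPS+TM7nox, and 325 and 290 of these reached a log2 fold change of at least 1. The replicate block called 3091 genes, including all 1704. With replicates 1 and 2 alone there were 168, 166 of them shared, and replicates 3 and 4 alone called 3489, 1620 of them shared. All 1700 and 1698 called genes tested in each pair of numbers kept their direction. The largest increases were those of Ampd3, Trib3 and Hmox1. Ampd3 (ENSMUSG00000005686, chromosome 7, 110366387 to 110411617, overlapped by Gm55849 on the same strand and by Rnf141 and B430319F04Rik on the other) rose from 5.19 ± 1.22 to 55.2 ± 10.7 CPM, by a log2 of 3.41 (SE 0.185, FDR 1.92e-07). Trib3 (ENSMUSG00000032715, chromosome 2, 152179337 to 152191958) rose from 9.27 ± 5.07 to 97.2 ± 17.5 CPM, by 3.39 (SE 0.357, FDR 4.01e-05). Hmox1 (ENSMUSG00000005413, chromosome 8, 75820241 to 75827217), which encodes heme oxygenase, rose from 98.5 ± 27.9 to 1023 ± 212 CPM, by 3.38 (SE 0.235, FDR 1.41e-06). The largest decreases were those of Maf, Il33 and Lipg. Maf (ENSMUSG00000055435, chromosome 8, 116409632 to 116434579) fell from 71.3 ± 24.7 to 4.04 ± 2.19 CPM, a log2 fold change of -4.14 (SE 0.668, FDR 0.000974). Il33 (ENSMUSG00000024810, chromosome 19, 29902483 to 29938933) fell from 44.4 ± 20.8 to 4.63 ± 3.10 CPM, a change of -3.24 (SE 0.633, FDR 0.0036). It was not called in replicates 1 and 2 alone (FDR 0.166, in a range of 3.04e-51 to 0.166 over 15 alternatives). Lipg (ENSMUSG00000053846, chromosome 18, 75072393 to 75094339) changed by -3.10 (SE 0.472, FDR 0.000656). Maf and Il33 are overlapped by predicted genes on the other strand.

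Among the 10 panel genes, 4 were called lower under TM7nox in RNA and 0 higher by edgeR, at unadjusted p under 0.05 also Tnf higher and Zfp36 lower. Adjusted over the list alone, 6 were called, 1 higher and 5 lower. Il1b fell from 1136 ± 309 to 319 ± 93.5 CPM, a log2 fold change of -1.83 (SE 0.448, FDR 0.0144). Il10 changed by -1.82 (SE 0.315, FDR 0.00152), Cxcl10 by -1.24 (SE 0.211, FDR 0.00137) and Nos2 by -1.03 (SE 0.236, FDR 0.0098). By DESeq2, Il1b had an FDR of 0.0553, the highest of 15 alternatives, which went down to 4e-26. In replicates 1 and 2 alone, Il10 (FDR 0.0654), Cxcl10 (0.0577) and Nos2 (0.229) were not called, each the highest of 15 alternatives, which went down to 6.28e-16, 2.34e-12 and 1.54e-08. Tnf stood at 991 ± 234 CPM, a change of 0.55 (SE 0.216, FDR 0.114) that was called in 3 of 15 alternatives (FDR 0.000294, in replicates 3 and 4, to 0.816, in replicates 1 and 2). Zfp36 changed by -0.75 (SE 0.260, FDR 0.0715). Elavl1, Il6, Ptgs2 and Ifnb1 changed by -0.24, -0.52, -0.28 and -1.09 and were not called, with FDRs of 0.384, 0.648, 0.68 and 0.332. With the replicate block, Elavl1 (FDR 0.044), Il6 (0.0471), Ifnb1 (0.0202) and Zfp36 (0.0159) were called. Ifnb1 (0.0157) and Zfp36 (0.0278) were also called in replicates 3 and 4. Over 15 alternatives these FDRs ranged from 0.044 to 0.666, from 0.0446 to 0.878, from 0.00395 to 0.523 and from 0.000109 to 0.368.

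**Figure D2:**
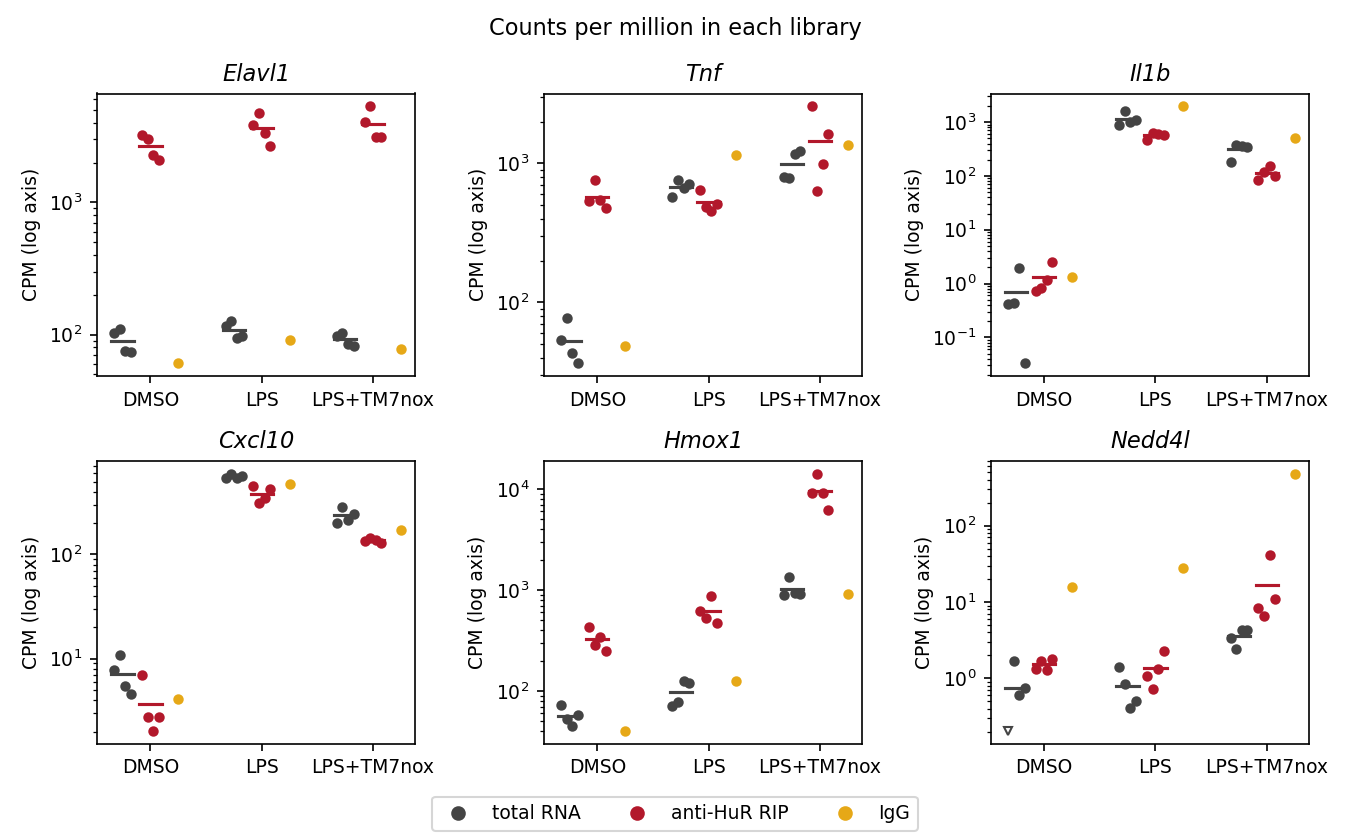
Points are CPM per library on a log axis for Elavl1, Tnf, Il1b, Cxcl10, Hmox1 and Nedd4l in each treatment, with RNA in grey, RIP in red and IgG in yellow, a line at each mean and an open triangle for a count of 0. Tnf in RNA rose from a mean of 52.6 CPM in DMSO to 677 in LPS, while its RIP means were 578 and 524.

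LPS+TM7nox and DMSO were compared in RNA to show what remained of the LPS response with the compound. There were 5850 called genes, 2926 higher and 2924 lower, and 1526 and 1534 of them reached a log2 fold change of at least 1. Those of replicates 1 and 2 alone numbered 2246, 2230 of them shared, and replicates 3 and 4 alone called 7925, 5646 of them shared. Of the called genes tested in replicates 1 and 2, 5809 of 5812 kept their direction, as did 5834 of 5834 in replicates 3 and 4. The same 9 panel genes were called higher, over all genes and adjusted over the list alone, by a log2 of 3.78 (Zfp36) to 8.81 (Il6). Elavl1 did not differ (0.00, SE 0.160, FDR 0.993). Without RNA DMSO replicate 3 the change of Il1b was 10.19 in place of 8.68 and that of Il6 10.96. Without RNA DMSO replicate 2, Il6 changed by 8.17. Ifnb1 was not called in replicates 1 and 2, 1 of 14 alternatives (FDR 9.66e-37 to 0.0901).

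Of the 5190 genes changed by LPS in RNA, 2861 (55.1%) moved in the opposite direction under TM7nox. The LPS libraries enter both comparisons, so an opposite sign is more frequent than even without any effect. In 20 simulated sets with a TM7nox group drawn at the LPS means, 56.1% to 58.4% had the opposite sign with independent libraries, and 54.2% to 56.5% with replicate effects. The observed share therefore lay below the first range and within the second. It was 59.6% for genes raised by LPS, above the simulated 55.0% to 58.9% (independent) and 53.5% to 56.2% (with replicate effects). For genes lowered by LPS it was 51.0%, below the simulated 55.8% to 59.6% and 54.4% to 57.6%. Raised and lowered genes had 72.9% and 51.0% in replicates 1 and 2, and 51.3% and 49.4% in replicates 3 and 4, for which no range was simulated. Genes called in both comparisons numbered 662 with opposite directions and 442 with the same direction. In the simulated sets at most 1 gene was called in the opposite direction. The simulated groups had no TM7nox effect, so those sets give no expected balance of the 2 directions among called genes. The share was 64.7% in replicates 1 and 2 and 50.3% in replicates 3 and 4. There, 66 and 1288 genes were called in the opposite direction, and 17 and 1247 in the same direction. Under the replicate block the share was 53.4%, with 1154 genes called in the opposite direction and 963 in the same direction. It was 50.5% without RNA LPS+TM7nox replicate 1 and 54.2% without replicate 2 of that group.

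In RIP libraries, LPS against DMSO measured the change in RNA recovered with anti-HuR, before any correction for its level in the cells. Of 13614 genes, 6090 were called, 3201 higher and 2889 lower, and 1703 and 1837 of them reached a log2 fold change of at least 1. Replicates 1 and 2 alone moved the count most and called 3392 genes, 3225 of them shared. Replicates 3 and 4 alone called 5537, 4923 of them shared. Of the called genes, 6067 of 6067 and 6060 of 6061 kept their direction in the pairs of numbers. Of the panel, 8 genes were called higher, and 8 when adjusted over the list alone. Tnf was at 578 ± 123 CPM in DMSO and 524 ± 85.5 in LPS (SD, n = 4 each), a log2 fold change of -0.16 (SE 0.329, FDR 0.711), and in IgG at 48.3 and 1147 CPM. Elavl1 was at 2645 ± 560 and 3639 ± 850 CPM, a change of 0.44 (SE 0.242, FDR 0.155). With the replicate block it was called (FDR 0.0195, the lowest of 15 alternatives that reached 0.439). The other panel genes rose by 4.51 (Zfp36) to 9.12 (Il6). Il10 rose by 6.91, and by 8.20 without RIP DMSO replicate 1.

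Under TM7nox, 2212 genes were called in RIP against LPS, 1176 higher and 1036 lower, with 537 and 407 at a log2 fold change of at least 1. The replicate block called 4577, including all 2212. From replicates 1 and 2 alone came 789, 709 of them shared, and replicates 3 and 4 alone called 1070, 975 of them shared. All 2210 and 2204 called genes tested there kept their direction. Rora (ENSMUSG00000032238, chromosome 9, 68561068 to 69295528) rose from 0.746 ± 0.125 to 14.8 ± 7.57 CPM (SD, n = 4 each), by a log2 of 4.26 (SE 0.346, FDR 1.68e-06). Hmox1 rose from 622 ± 180 to 9650 ± 3297 CPM, by 3.91 (SE 0.295, FDR 7.88e-07). Nedd4l (ENSMUSG00000024589, chromosome 18, 65020724 to 65350899) rose from 1.37 ± 0.682 to 16.6 ± 16.2 CPM, by 3.56 (SE 0.521, FDR 0.000309), and by 2.62 without RIP LPS+TM7nox replicate 3. In the IgG library of LPS+TM7nox it stood at 476 CPM. Thbs1 (ENSMUSG00000040152, chromosome 2, 117941974 to 117957616) fell from 19.3 ± 11.4 to 1.05 ± 0.394 CPM, a change of -4.20 (SE 0.476, FDR 3.36e-05). Maf changed by -3.82 (SE 0.743, FDR 0.00258). Marchf1 (ENSMUSG00000036469, chromosome 8, 66070552 to 66924618) changed by -3.51 (SE 0.379, FDR 2.31e-05). Rora, Nedd4l, Thbs1 and Marchf1 are overlapped by other genes on the opposite strand.

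Of the panel in RIP, 1 gene was called higher and 4 lower under TM7nox, and the same numbers when adjusted over the list alone. Tnf rose from 524 ± 85.5 to 1459 ± 849 CPM, a log2 fold change of 1.44 (SE 0.335, FDR 0.00867). Il1b changed by -2.37 (SE 0.290, FDR 7.16e-05), Il10 by -1.76 (SE 0.389, FDR 0.00588), Cxcl10 by -1.54 (SE 0.291, FDR 0.00211) and Nos2 by -0.99 (SE 0.261, FDR 0.0166). Nos2 was not called without RIP LPS+TM7nox replicate 2 (FDR 0.0509) or in replicates 3 and 4 (0.0618, the highest of 15 alternatives that went down to 0.000144). Tnf was not called in replicates 1 and 2, 1 of 15 alternatives (FDR 5.82e-07 to 0.135). Ifnb1 changed by -0.59 (SE 0.416, FDR 0.362). It was called with the replicate block (FDR 0.00524), in replicates 1 and 2 (-1.49, FDR 0.0247) and without RIP LPS+TM7nox replicate 3 (-1.33, FDR 0.0172), in a range of 0.00524 to 0.841 over 15 alternatives. Elavl1 (0.06, FDR 0.906), Il6 (-0.10), Ptgs2 (-0.08) and Zfp36 (-0.49, FDR 0.152) were not called.

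Changes in RIP and in RNA were related across genes, which are not independent replicates. For LPS against DMSO, Pearson's r across 11782 genes was 0.925 and Spearman's rho 0.856. For LPS+TM7nox against LPS, r was 0.763 and rho 0.684. Same-numbered RIP and RNA libraries vary together, which raises r without any treatment effect. With means of log2(CPM + 0.5), r was 0.943 across 8641 genes for LPS, against a median of 0.896 and at most 0.911 in the other splits of the libraries that part every same-numbered pair. Under TM7nox it was 0.827 across 8419 genes, and 4 of 35 splits gave an r as large, up to 0.837. Within replicates 1 and 2, r was 0.864 and 0.638, and within replicates 3 and 4 it was 0.908 and 0.692. The lack of a low-count filter moved r most, to 0.431 and 0.196 across 28017 genes. Of genes called in RNA for LPS, 4932 of 5110 (96.5%) had the same sign in RIP. Under TM7nox, 1645 of 1686 (97.6%) did. Among 3861 genes called in both assays for LPS, 3854 had the same direction. The 7 that had opposite directions were Pdhx, Asb1, Fh1, Dnajc2, Krtcap2, Impdh2 and Tufm, listed after their values were seen. This number was 51 of 5086 under the replicate block, 4 of 4137 by DESeq2, 3 of 3755 without a low-count filter and 2 of 3897 with DESeq2 size factors. All 1010 genes called in both assays under TM7nox had the same direction. Of 2054 such genes under the replicate block, Hnrnpc alone had opposite directions, and of 1133 without a low-count filter, Vaultrc5 alone.

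**Figure D3:**
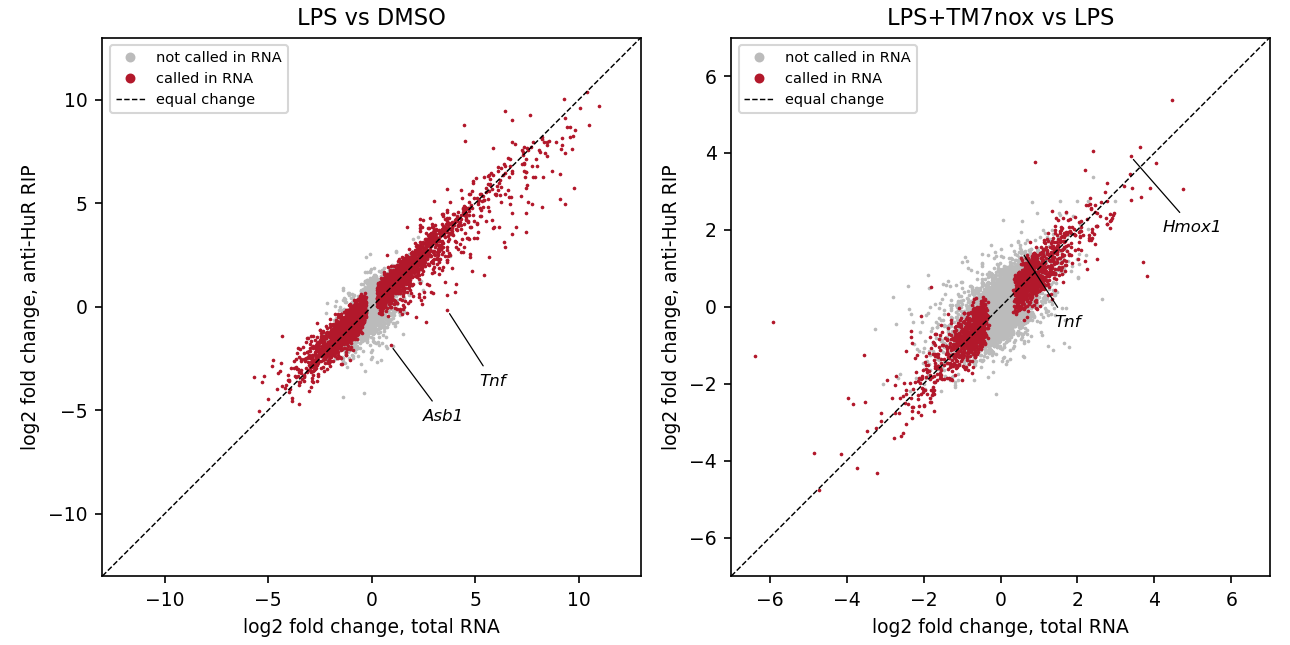
Each point is a gene, with its log2 fold change in RNA on the horizontal axis and in RIP on the vertical axis, for LPS vs DMSO and LPS+TM7nox vs LPS; genes called in RNA are red, and the dashed line marks equal changes. Pearson's r across 11782 genes was 0.925 and 0.763, and Tnf lies below the line for LPS, with 3.65 in RNA and -0.16 in RIP.

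RIP was compared with RNA of the same treatment to find RNAs recovered with anti-HuR in excess of their level. In DMSO, 10075 of 14311 genes were called, 5300 higher and 4775 lower in RIP. In LPS there were 9109, 4708 higher and 4401 lower, and in LPS+TM7nox 10006, 5031 higher and 4975 lower. These splits depended on the scaling. With library size only, the median of all genes shifted by -0.763, -1.0 and -0.984 on the log2 scale, and the higher and lower counts were 3776 and 7113 in DMSO, 2833 and 8134 in LPS, and 3324 and 7903 in LPS+TM7nox. DESeq2 size factors shifted it by 0.161, 0.175 and 0.221. Alone, replicates 1 and 2 called 7432, 7057 and 7896 genes, and replicates 3 and 4 alone 9991, 8273 and 9463. At least 99.9% of called genes kept their direction in each pair of numbers. In all 3 treatments, 4312 genes were above RNA, and 2595 with library size only. In replicates 1 and 2 alone there were 3176, and in replicates 3 and 4 alone 3739.

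The largest value in DMSO was that of St3gal4 (ENSMUSG00000032038, chromosome 9, 34957872 to 35034889), at 9.82 ± 2.11 CPM in RNA and 748 ± 10.3 in RIP (SD, n = 4 each), a log2 ratio of 6.35 (SE 0.266, FDR 4.63e-16). Its IgG library of DMSO held 6.73 CPM. Pabpn1 (ENSMUSG00000022194, chromosome 14, 55129957 to 55136384, overlapped by Gm20521 on the same strand and Gm62781 on the other) had a log2 ratio of 6.29 (SE 0.758, FDR 6.66e-08), and 5.37 without RIP DMSO replicate 4. Med18 (ENSMUSG00000066042, chromosome 4, 132186040 to 132191240) had 6.15 (SE 0.247, FDR 2.33e-16), at 4.81 ± 1.87 CPM in RNA and 340 ± 35 in RIP. The lowest were 2 mitochondrial ribosomal RNAs and Bc1. The first, mt-Rnr2 (ENSMUSG00000064339, chromosome M, 1094 to 2675), had a log2 ratio of -4.75 (SE 0.599, FDR 1.41e-07), and mt-Rnr1 (ENSMUSG00000064337, chromosome M, 70 to 1024) had -4.08 (SE 0.439, FDR 9.45e-09). Bc1 (ENSMUSG00000115783, chromosome 7, 144468199 to 144468374), a long non-coding RNA, had -4.71 (SE 0.699, FDR 1.76e-06), and -4.09 without RNA DMSO replicate 1. St3gal4 and Bc1 are overlapped by other genes on the opposite strand. All 6 passed with library size only as well, which lowers every log2 ratio in DMSO by about the shift of -0.763.

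Elavl1 itself was recovered above RNA in each treatment, with log2 ratios of 5.00 (SE 0.247, FDR 5.76e-15) in DMSO, 5.07 (SE 0.247, FDR 4.55e-15) in LPS and 5.39 (SE 0.251, FDR 1.37e-15) in LPS+TM7nox. Tnf had 3.58 (SE 0.338, FDR 9.43e-10) in DMSO, -0.36 (SE 0.305, FDR 0.303) in LPS and 0.53 (SE 0.305, FDR 0.124) in LPS+TM7nox. The last was called with DESeq2 size factors (0.75, FDR 0.0306) and by DESeq2 (0.75, FDR 0.0258). It was also called without RIP LPS+TM7nox replicate 2 (0.82, FDR 0.0095) and without its replicate 3 (0.72, FDR 0.0396). Over 16 alternatives its FDR ranged from 0.0095 to 0.815 and its log2 ratio from -0.397 to 1.03. With library size only, Tnf in LPS was called lower (-1.35, FDR 0.000496), under a shift of the median of all genes by -1.0. In DMSO, 4 panel genes were called, 3 higher and 1 lower, and 4 when adjusted over the list alone. Zfp36 (0.76, FDR 0.00535) was the third higher gene, and Cxcl10 (-0.85, FDR 0.0107) the lower one. Zfp36 was not called in replicates 1 and 2 (FDR 0.124), with only the groups compared (0.073) or with library size only (0.746), the highest of 16 alternatives that went down to 0.000505. Cxcl10 was not called in replicates 1 and 2 (0.0869) or without RNA DMSO replicate 2 (-0.53, FDR 0.109; range 6.73e-06 to 0.109 over 16 alternatives). Il1b (0.81, FDR 0.193) was called without RNA DMSO replicate 3 (2.28, FDR 0.00114), the lowest of 16 alternatives that reached 0.923. With library size only, Zfp36 changed sign in all 3 treatments, to -0.10, -0.44 and -0.15, above the median of all genes in each.

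In LPS, 4 panel genes were called, 2 higher and 2 lower in RIP than in RNA, but 2 when adjusted over the list alone. Besides Elavl1 these were Zfp36 (0.59, FDR 0.0273), Nos2 (-1.33, SE 0.283, FDR 0.000238) and Il1b (-0.995, SE 0.405, FDR 0.0347). Zfp36 was not called without RNA LPS replicate 2 (FDR 0.0739) or 4 (0.0656), without RIP LPS replicate 2 (0.0912) or 3 (0.0847), or in replicates 1 and 2 (0.125) or 3 and 4 (0.0934). Il1b was not called without RNA LPS replicate 2 (0.116) or 4 (0.0503), without RIP LPS replicate 1 (0.0827), 3 (0.0551) or 4 (0.0554), in replicates 3 and 4 (0.154), with DESeq2 size factors (0.0836) or by DESeq2 (0.452). Over 16 alternatives the FDRs ranged from 0.00422 to 0.125 for Zfp36 and from 1.35e-06 to 0.452 for Il1b. In LPS+TM7nox, 6 panel genes were called, 3 higher and 3 lower, and 6 when adjusted over the list alone. They were Elavl1, Ifnb1 (1.62, FDR 0.018), Zfp36 (0.86, FDR 0.00182), Il1b (-1.53, FDR 0.00191), Nos2 (-1.28, FDR 0.00028) and Cxcl10 (-0.83, FDR 0.00779). Ifnb1 was not called without RNA LPS+TM7nox replicate 2 (FDR 0.0612) or RIP LPS+TM7nox replicate 3 (0.97, FDR 0.142) or with library size only (0.246), in a range of 3.18e-08 to 0.246 over 16 alternatives. In replicates 1 and 2, Zfp36 (0.0638, in a range of 0.000121 to 0.588) and Cxcl10 (0.0863, in a range of 1.27e-06 to 0.0863) were not called. Under the replicate block, Cxcl10 and Ifnb1 were also called in LPS and Il6 in LPS+TM7nox. The first 2 were called in replicates 3 and 4 as well (0.0177 and 0.0225), and Il6 in replicates 1 and 2 (0.0364). Over 16 alternatives the FDRs of Cxcl10 ranged from 1.46e-05 to 0.467, those of Ifnb1 from 0.0001 to 0.797 and those of Il6 from 0.00429 to 0.812.

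The change of RIP over RNA between treatments was tested as an interaction, to find RNAs whose recovery changed by more than their level. For LPS against DMSO, 6 of 14311 genes were called, 2 higher and 4 lower, and 1041 had an unadjusted p under 0.05. DESeq2 called 67 genes and the replicate block 50, each including the 6. In the simulated counts DESeq2 made 11 false calls here beside 65 genes recovered, and edgeR 2 beside 37. Replicates 3 and 4 alone called 13, 5 of them shared. By edgeR, replicates 1 and 2 alone called 0. Tnf changed by -3.95 (SE 0.447, FDR 2.45e-05), Asb1 (ENSMUSG00000026311, chromosome 1, 91468266 to 91487311) by -2.84 (SE 0.482, FDR 0.0132) and Seh1l (ENSMUSG00000079614, chromosome 18, 67907848 to 67928557, overlapped on the other strand) by -1.49 (SE 0.284, FDR 0.0472). Pola2 (ENSMUSG00000024833, chromosome 19, 5990570 to 6014261) rose by 2.55 (SE 0.240, FDR 1.15e-06) and Slfn2 (ENSMUSG00000072620, chromosome 11, 82955609 to 82961504) by 1.97 (SE 0.353, FDR 0.0224). Eno2 (-3.88, SE 0.591, FDR 0.0032), outside the rule for its low mean level, is named after its values were seen.

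Pola2 was at 43.6 ± 9.49 and 36.9 ± 3.50 CPM in RNA from DMSO and LPS, and at 13.8 ± 1.52 and 74.9 ± 15.3 CPM in RIP (SD, n = 4 each). Asb1 was at 4.29 ± 2.57 and 8.88 ± 1.52 CPM in RNA, and at 61.2 ± 8.6 and 17.2 ± 1.66 CPM in RIP. Seh1l was at 36.1 ± 3.38 and 38.4 ± 4.59 CPM in RNA, and at 281 ± 29.1 and 114 ± 35.1 CPM in RIP. Slfn2 was at 115 ± 29 and 951 ± 62.6 CPM in RNA, and at 68.0 ± 36.4 and 2420 ± 241 CPM in RIP. Tnf and Pola2 kept their calls without any 1 of the 16 libraries. Asb1 was not called without RNA DMSO replicate 4 (FDR 0.0517). Slfn2 was not called without RNA LPS replicate 1 (0.062), 2 (0.0592), 3 (0.055) or 4 (0.0592), RNA DMSO replicate 2 (0.0617), or RIP DMSO replicate 2 (0.0527) or 4 (0.061). Among the fits without 1 library, Seh1l was called only without RIP LPS replicate 2 (0.0185) and had FDRs up to 0.191 otherwise. It also lost its call with DESeq2 size factors (0.0732) and with only the groups compared (0.0825), as did Slfn2 with the latter (0.0596). In replicates 3 and 4 alone all 5 were called, with FDRs of 0.000103 for Tnf, 0.00062 for Pola2 and Slfn2, 0.0321 for Asb1 and 0.0298 for Seh1l. Over 25 alternatives the highest FDR was 0.638 for Pola2 and 1 for the other 4, all in replicates 1 and 2 alone.

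For LPS+TM7nox against LPS, 1 gene was called by edgeR, 771 had an unadjusted p under 0.05, and DESeq2 called 3. In the simulated counts DESeq2 made 17 false calls here beside 51 genes recovered, and edgeR 0 beside 18. The gene called by edgeR was Gm5526 (2.89, SE 0.369, FDR 0.00047), outside the rule for its low mean level and named after its values were seen. The replicate block called 2 genes, and replicates 1 and 2 or 3 and 4 alone called 0. No gene met the naming rule. The smallest p-values among the other genes with names, neither past the threshold, belonged to Hnrnpc (ENSMUSG00000060373, chromosome 14, 52310561 to 52341614), with 1.08 (SE 0.209, FDR 0.158), and Gdf15 (ENSMUSG00000038508, chromosome 8, 71082038 to 71091537, overlapped by Gm34154 on the other strand), with -3.01 (SE 0.601, FDR 0.169). Hnrnpc was called by DESeq2 (FDR 2.62e-05), with the replicate block (0.00133), with the block within each assay (0.000909), with library size only (0.03), without RIP LPS+TM7nox replicate 1 (0.00781) and without RIP LPS replicate 3 (0.0377), in a range of 2.62e-05 to 1 over 25 alternatives. Gdf15 was called by DESeq2 (0.0135), without a low-count filter (0.000475) and without RIP LPS replicate 3 (0.0377), in a range of 0.000475 to 1. The interaction for Tnf was 0.89 (SE 0.431, FDR 0.871). No panel gene was called by edgeR, also when adjusted over the list alone.

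Anti-HuR was compared with IgG to set recovery against background. Of 14973 genes in anti-HuR vs IgG, 10194 were called, 5067 higher and 5127 lower with anti-HuR. Replicates 3 and 4 alone called 9266 genes, 8843 of them shared. Replicate 3 alone, the only number with IgG libraries, called 9025, 8497 of them shared. The count that moved most among single libraries was 9258, without the IgG library of LPS+TM7nox. Of the 4312 genes above RNA in all 3 treatments, 4014 (93.1%) were also above IgG and 7 were below it. The RIP libraries enter both comparisons, so the overlap is not independent evidence. In 20 simulated sets with IgG drawn at the anti-HuR means, no gene of the 4312 was above IgG by edgeR. Those sets hold no difference between the antibodies, so few calls were bound to follow, and they set no expected overlap. Elavl1 had a log2 ratio of 5.45 (SE 0.309, FDR 3.09e-11) over IgG, whose libraries held 60.7, 90.8 and 77.5 CPM. Tnf was not called over the treatments (0.10, SE 0.529, FDR 0.881), where it went in opposite directions: RIP and IgG stood at 578 and 48.3 CPM in DMSO, and at 524 and 1147 in LPS. Its log2 ratio was 1.28 without the IgG library of LPS (FDR 0.0692) and -0.60 without that of DMSO, and its FDR went up to 0.985 over 13 alternatives. Il1b (-1.59, FDR 6.47e-05) and Nos2 (-2.14, FDR 2.33e-08) were lower with anti-HuR and Zfp36 higher (0.59, FDR 0.0217). In all 4 panel genes were called, 2 in each direction, and 4 when adjusted over the list alone. Zfp36 was not called without the IgG library of DMSO (0.141) or of LPS+TM7nox (0.107), the range over 13 alternatives being 0.000479 to 0.141. Without anti-HuR replicate 1, Cxcl10 (FDR 0.0324, range 0.00731 to 0.597) and Ifnb1 (FDR 0.011, range 1.42e-06 to 0.345) were called. The replicate block called Il6, Cxcl10 and Ifnb1 as well, and replicates 3 and 4 called Cxcl10 (0.0404) and Ifnb1 (0.00098).

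The first gene by the pooled ratio to IgG was a short locus with the symbol Ptp4a1 (ENSMUSG00000117310, chromosome 1, 30988665 to 30988772), which lies within the longer Ptp4a1 gene and is uncertain for that reason. It had 0 counts over the IgG libraries and a mean of 23.0 CPM over the RIP libraries. Against a floor of 3 counts over the IgG group, 0.0369 CPM, it was at least 624-fold higher. This rests on replicates 1 and 2, with a mean of 41.7 CPM against 4.29 in replicates 3 and 4. In replicates 3 and 4 the bound was 116-fold, and in replicate 3, the number of the IgG libraries, 32.9-fold. Frat1 (ENSMUSG00000067199, chromosome 19, 41818409 to 41821022) had a log2 ratio of 6.86 (SE 0.635, FDR 1.32e-08) on 6 IgG counts, 4.94 without the IgG library of DMSO and 7.92 without that of LPS. St3gal4 had 6.71 (SE 0.317, FDR 5.79e-12). The lowest were Ift88 (ENSMUSG00000040040, chromosome 14, 57649273 to 57757622), with -4.64 (SE 0.188, FDR 1.51e-12), Smarcal1 (ENSMUSG00000039354, chromosome 1, 72574766 to 72675951), with -4.58 (SE 0.524, FDR 2.31e-07), and Itch (ENSMUSG00000027598, chromosome 2, 154975388 to 155069532), with -4.51 (SE 0.271, FDR 5.73e-11). Smarcal1 had -5.21 without anti-HuR replicate 3, and ran from -5.21 to -3.50 over 12 alternatives. Its RIP mean was 44.5 CPM in replicate 3, the number of the IgG libraries, against 20.8 over all RIP libraries. Over 13 alternatives Itch ran from -4.83 to -3.72 and Ift88 from -4.85 to -4.22. Ift88 and Smarcal1 are overlapped by genes on the other strand. Itch stood at 10280, 14850 and 16120 CPM in the 3 IgG libraries, and at 41.9 ± 8.74 CPM in DMSO RNA (SD, n = 4).

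Gene lists were tested with camera, adjusted over 25 tests, of which 16 passed. In RNA after LPS, the inflammatory list had a median log2 fold change of 4.97 (48 of 48 genes higher, FDR 3.23e-33) and the interferon list 3.39 (50 of 50 higher, FDR 4.05e-31). The HuR and AU-rich list had 0.54 (32 of 49 higher, FDR 5.42e-05). Ribosomal protein genes had 0.34 (80 of 83 higher, FDR 0.00409), which did not pass with fry (0.112) or in replicates 1 and 2 (0.0531). Mitochondrial genes had -0.27 (7 of 10 lower, FDR 0.264). Under TM7nox in RNA, the inflammatory list had -0.47 (36 of 48 lower, FDR 0.000297) and the HuR and AU-rich list -0.28 (38 of 49 lower, FDR 0.000724). In the inflammatory list 18 genes were called, 1 higher and 17 lower, and 19 when adjusted over the list alone. In the HuR and AU-rich list 20 were called, 4 higher and 16 lower, and 24 when adjusted over the list alone. The interferon list had -0.16 (31 of 50 lower, FDR 0.0574), with 7 genes called lower over all genes and 7 when adjusted over the list alone. It passed without RNA LPS+TM7nox replicate 2 (0.0399), 3 (0.021) or 4 (0.0213) and in replicates 1 and 2 (0.00244), in a range up to 0.472. Ribosomal protein genes had 0.13 (73 of 83 higher, FDR 0.131), and passed with the replicate block (0.0114) and without RNA LPS+TM7nox replicate 1 (0.015), RNA LPS replicate 3 (0.0296) or 4 (0.0176), in a range up to 0.917. Mitochondrial genes had 0.08 (FDR 0.553).

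In RIP over RNA, list medians are given relative to the median of all genes, which was 0.13 in DMSO and -0.05 in LPS. The HuR and AU-rich list lay 0.97 above it in DMSO (FDR 0.00907) and 0.43 above in LPS (FDR 0.0148), and 0.88 and 0.36 above with library size only. Its median itself was 0.38 in LPS and became -0.62 with library size only. The interferon list lay at -0.98 in DMSO (FDR 0.00161) and -0.82 in LPS (FDR 0.000331), and ribosomal protein genes at -1.91 (FDR 1.37e-15) and -1.41 (FDR 1.74e-14). Mitochondrial genes lay at -0.98 in DMSO (FDR 0.0629) and -1.30 in LPS (FDR 0.011). In DMSO they passed without RIP DMSO replicate 3 (0.0489) or 4 (0.045), without RNA DMSO replicate 4 (0.0477), in replicates 1 and 2 (0.0162), and with fry (0.00154), in a range up to 0.253. The inflammatory list lay at -0.08 in DMSO (FDR 0.745) and -0.27 in LPS (FDR 0.326). In DMSO its mean was 0.45 and camera's direction was up, against a median below that of all genes, and fry gave 0.0255.

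For the change of RIP over RNA under TM7nox, the HuR and AU-rich list had a median of 0.21 (39 of 49 genes higher, FDR 0.011), mitochondrial genes 0.64 (10 of 10 higher, FDR 0.0019) and ribosomal protein genes -0.23 (73 of 84 lower, FDR 0.00058). None of these 3 passed with fry (0.206, 0.192 and 0.618). The remaining camera calls held under fry, apart from ribosomal protein genes in RNA after LPS. In replicates 1 and 2 the 3 medians were 0.23 (FDR 0.089), 0.61 (0.0113) and 0.01 (0.436), and in replicates 3 and 4 they were 0.22 (0.00268), 0.68 (0.00244) and -0.41 (9.63e-08). The call of ribosomal protein genes was lost without RNA LPS replicate 1 (0.0814) or RIP LPS replicate 4 (0.536). The interferon list had -0.21 (37 of 50 lower, FDR 0.0608), and passed without RNA LPS+TM7nox replicate 1 (0.000757), RIP LPS replicate 2 (0.0197), RIP LPS+TM7nox replicate 3 (0.00842) or 4 (0.0351), and in replicates 3 and 4 (-0.29, FDR 0.00244), in a range up to 0.688. The inflammatory list had -0.06 (FDR 0.264).

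**Figure D4:**
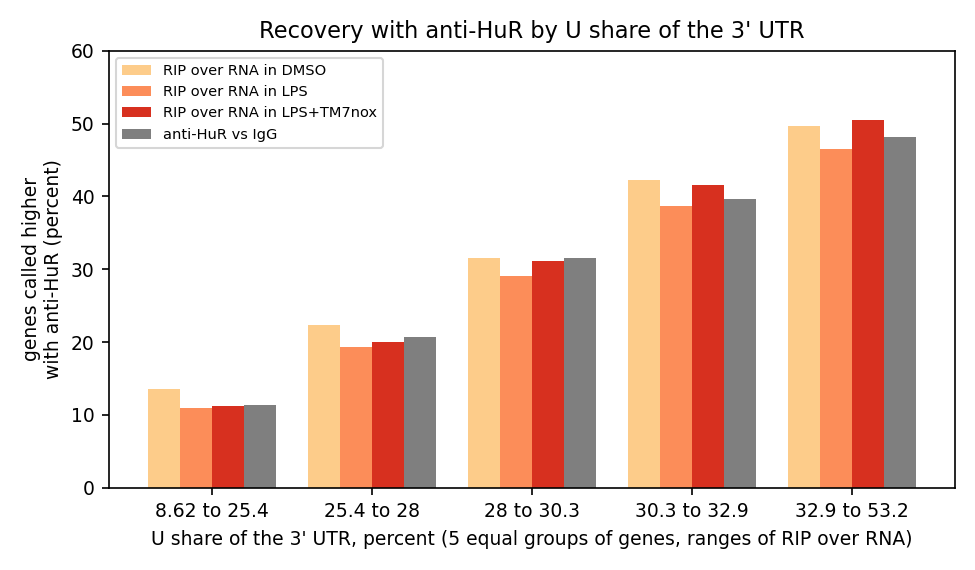
Bars give the percentage of coding genes called higher with anti-HuR (vertical axis) in 5 equal groups of genes by the U share of their 3′ UTR (horizontal axis), for RIP over RNA in 3 treatments and for anti-HuR vs IgG. In DMSO the percentage rose from 13.6 at the lowest U share to 49.7 at the highest.

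Recovery with anti-HuR was set against the U content of 3′ UTRs, since HuR binds U-rich sequence. Across 10981 coding genes, which are not independent replicates, Spearman's rho between the U share and the log2 ratio of RIP over RNA was 0.273 in DMSO, 0.265 in LPS and 0.316 in LPS+TM7nox. It was 0.273 for anti-HuR over IgG across 11163 genes. The U share ran from 8.62% to 25.4% in the lowest of 5 equal groups of genes and from 32.9% to 53.2% in the highest. The percentage of genes called higher in DMSO was 13.6, 22.4, 31.6, 42.3 and 49.7 from the lowest to the highest group. Over IgG it rose from 11.4 to 48.2. After rank adjustment for transcript length and GC content, rho was 0.21, 0.214 and 0.254 in the 3 treatments. In replicates 1 and 2 the adjusted rho was 0.178, 0.194 and 0.233, and in replicates 3 and 4 it was 0.232, 0.227 and 0.262. The lack of a low-count filter moved it most, to 0.081 in DMSO.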

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

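The tests of single libraries, of Tnf, of the other genes of the interaction, of the power for interactions and of the pairs of replicate numbers were chosen after the results had been seen, while the splits of the libraries were planned before. In 125 groups of 4 libraries, 1 library lay far from the other 3 in 8 (6.4%), by Dixon's test of the gap to its neighbour at the 95% level. Chance alone marks about 1 in 20 groups, so the number is near what chance gives.

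RIP DMSO replicate 2 had 28723 genes with at least 1 count, far from the 20300 to 21232 of the other 3. Depth does not account for it: thinned to the smallest total of the group, 20704663 counts, it would still show 26498 genes. At 10 or more counts it had 14710 genes, against at most 13835 in the others. What added genes at low counts stays open.

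RIP LPS replicate 4 had a mitochondrial share of 1.86%, against 0.559% to 0.63% in the other 3. Carry-over of total RNA, in which both shares are higher, predicts a raised share of ribosomal protein genes too. That share was 1.14%, against 0.508% to 0.754%, so carry-over may explain it.

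Serpinb2 stood at 0.193 CPM in RNA DMSO replicate 3, on 6 counts, against 0 to 0.0258 in the other 3. Reads of LPS-treated cells in that library would raise every LPS-induced gene by the same share of its LPS level. Il1b (1.93 CPM) and Il1a (0.611 CPM) were highest there too. Over 6 sets of LPS-induced genes, chosen in RIP libraries, the median share was highest in this library in 3. Among 25 genes raised by a log2 of 7 or more it was 0.336%, against 0.0604% to 0.203%, and among 64 raised by 5 or more 0.814%, against up to 0.863%. The sets with a higher level in DMSO would hide so small a share, so reads of LPS-treated cells in that library cannot be told apart from other causes. H3c8 stood at 164 CPM in RNA DMSO replicate 1, the shallowest library, against 52.6 to 69.4. Counting error is argued against by a Poisson interval of 153 to 176 CPM. In RIP DMSO the same replicate was also the highest of 4, at 20.0 CPM, so a difference of that culture may explain it.

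Hmox1 stood at 1340 CPM in RNA LPS+TM7nox replicate 2, against 894 to 938 in the other 3. RIP LPS+TM7nox replicate 2 was also the highest of its group, at 14100 CPM, so a difference of that culture may explain it. Il33 stood at 13.2 CPM in RNA LPS replicate 1, against 52.9 to 55.9. The RIP library of that replicate was also the lowest, at 29 CPM, and a difference of the culture may explain both. A weaker response to LPS in replicate 1 would lower other induced genes too. Over 403 of them the median log2 ratio to the other 3 was -0.17, and 252 (62.5%) were lower. A weaker response therefore cannot be told apart from other causes. The criterion for excluding it, at first on the median alone, was made stricter after these values were seen. Under the first criterion it would have been excluded.

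Nedd4l stood at 40.7 CPM in RIP LPS+TM7nox replicate 3, against 6.5 to 10.9 in the other 3. The RNA level of that culture, 4.34 CPM, was the highest of its group but close to the group mean of 3.62 CPM, and argues against a difference in level as the whole cause. Its IgG libraries, all of replicate 3, held 15.7, 27.7 and 476 CPM. IgG-like background in that library would need a mix of 6.74%, which predicts a median log2 ratio of 1.12 over 7 other genes at least 10 times above RIP in IgG. The median was 0.50, above the -0.82 to 0.18 of the other libraries but under the prediction, so background cannot be told apart from other causes with 7 genes.

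Pabpn1 stood at 341 CPM in RIP DMSO replicate 4, against 58.8 to 101 in the other 3. The RNA level of that culture, 2.4 CPM, was the highest of its group but close to the group mean of 1.81 CPM, and argues against a difference in level as the whole cause. RIP LPS replicate 4 held 385 CPM, so a difference shared by RIP libraries of replicate 4 may explain it.

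The change of RIP over RNA differed between LPS and DMSO for 6 genes, by a test of the difference itself. Of 35 splits of the libraries, 1, the real one, gave as many. The other splits mix treatments, so the effect of LPS or TM7nox adds to their spread and lowers their counts even if no interaction exists, and only 8 part every same-numbered pair. For LPS+TM7nox against LPS, 1 gene was called, and again 1 of 35 splits gave as many. Chance is not excluded by these splits for either count. Too little power was considered as a reason why interactions were few beside the genes above RNA. Of 200 simulated interactions of 1 on the log2 scale, 18 (9%) were recovered for LPS+TM7nox against LPS. For LPS against DMSO, 37 (18.5%) were. Both exceed the 1 and 6 genes called. The simulated libraries were drawn independently, while same-numbered libraries here vary together. With the replicate block, 50 genes were called for LPS against DMSO and 2 for LPS+TM7nox against LPS. The simulation therefore sets no bound on the number of interactions missed. Interactions may have been missed for lack of power.

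Tnf fell by 3.95 on the log2 scale in RIP over RNA after LPS (interaction -3.95), since its RNA rose while its RIP level did not. A single unusual library is argued against by an FDR of at most 0.000197 without any 1 library. Composition of the RIP libraries is argued against by an interaction of -4.15 (FDR 1.77e-05) with library size only. Under that scaling the median of all genes was -0.214, a shift of -0.234. Saturation of recovery, by which any strongly induced and recovered mRNA would fall, was tested first on 146 genes chosen and measured in the same libraries. Their median was -1.02 (quartiles -2.04 to -0.07), which met the criterion written for it, of -1 or lower. That test was replaced, because a gene chosen for high recovery in DMSO tends to fall in the same libraries by selection alone. With genes chosen in replicates 1 and 2 and measured in 3 and 4, the median of 168 genes was -0.19 (quartiles -1.21 to 0.29), with 3 below Tnf (-4.28). Chosen in 3 and 4 and measured in 1 and 2, the median of 141 genes was -0.35 (quartiles -1.42 to 0.16), with 6 below Tnf (-3.65). Among 162 genes induced by a log2 of 5 or more, without a choice by recovery, the median was -0.71 (quartiles -1.67 to -0.05), and 38 were above 0. These genes go both ways, and many fell, so saturation of recovery by strongly induced mRNAs cannot be told apart from other causes. The criterion for excluding saturation, at first on the median alone, was made stricter after these values were seen. Under the first criterion it would have been excluded.

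Pola2 (2.55), Slfn2 (1.97), Asb1 (-2.84) and Seh1l (-1.49) also changed in RIP over RNA after LPS. Without any 1 library, the interaction was at least 0.847 times its value with all. This argues against 1 unusual library as the cause of the change. The calls were less stable: of 16 libraries left out in turn, Slfn2 lost its call in 7, Asb1 in 1 and Seh1l in 15. With library size only the interactions were 2.34, 1.80, -3.11 and -1.73 (the smallest, 1.73 without its sign), with FDRs of at most 0.0203, which argues against composition of the RIP libraries. IgG libraries held 48.3 and 42.0 CPM of Pola2 in DMSO and LPS, near its RNA level. What changed their recovery stays open.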

How the results depend on the processing

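The alternatives restricted to replicates 1 and 2 or to 3 and 4, the replicate block within each assay, and some alternatives for gene lists were chosen after the data had been seen. For counts of genes and the share moved in the opposite direction, 220 of 254 alternative values kept their side or stayed within 1.5 times, 29 counts moved further, and 5 values of the share fell outside the ranges simulated for all RNA libraries (54.2% without RNA LPS+TM7nox replicate 2 only before rounding). No range was simulated for fewer libraries or for the block, so these 5 are not set against a range of their own. For gene lists 347 of 376 stayed, 20 became called and 9 lost the call. For named genes 2301 of 2434 stayed, 64 became called and 65 lost the call. Another 4 changed sign with a call in the main fit or in the alternative. Sign changes without a call in either count as stayed. An example is Tnf in RIP over RNA in LPS+TM7nox, from 0.529 to as low as -0.397. Leaving out 1 library made 9 calls and lost 38, the replicate block made 14, no low-count filter made 11, and replicates 1 and 2 alone lost 16. The block changed no other call of a named gene, and of the lists that of ribosomal protein genes in RNA under TM7nox.

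In replicates 1 and 2 alone the called genes fell to 1668 for RNA LPS vs DMSO, 168 for RNA LPS+TM7nox vs LPS, 2246 for RNA LPS+TM7nox vs DMSO, 3392 for RIP LPS vs DMSO and 789 for RIP LPS+TM7nox vs LPS. Fewer libraries were fitted, in RNA among them the shallowest. In replicates 3 and 4 alone they were 3489 for RNA LPS+TM7nox vs LPS and 1070 for RIP LPS+TM7nox vs LPS. The replicate block called 3091 and 4577 in these. The cause was not tested.

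For the interaction of LPS with DMSO, 6 genes became 49 without a low-count filter, 67 by DESeq2, 50 with the replicate block, 148 with the block within each assay, 27 with library size only, 13 in replicates 3 and 4 and 0 in replicates 1 and 2 by edgeR. Leaving out 1 library gave 4 (without RNA DMSO replicate 2) to 11 (without RNA DMSO replicate 1). For LPS+TM7nox against LPS, 1 gene became 5 without a low-count filter, 3 by DESeq2, 2 with the block, 2 with the block within each assay, 2 with library size only, and 0 in either pair of numbers. Leaving out 1 library gave 1 to 3 (2 without RIP LPS+TM7nox replicate 1, 3 without RIP LPS replicate 3). The cause was not tested.

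The share of LPS-changed genes that moved in the opposite direction under TM7nox, 55.1%, was 53.4% with the block, 64.7% in replicates 1 and 2, 50.3% in replicates 3 and 4, and 50.5% to 58.1% without 1 library. Those also called in the opposite direction numbered 1154, 66 and 1288 in place of 662. Those called in the same direction numbered 963, 17 and 1247 in place of 442. The cause was not tested.

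With library size only, Zfp36 in RIP over RNA changed sign to -0.095 in DMSO, -0.438 in LPS and -0.151 in LPS+TM7nox, and Il10 in LPS to -0.918. The shift of all genes by that scaling accounts for these. The mitochondrial share of RIP LPS+TM7nox minus RIP LPS, 0.169 points, was -0.0495 without RIP LPS+TM7nox replicate 1 and 0.487 without RIP LPS replicate 4. It was not called (exact permutation p = 0.543). The genes above RNA in all 3 treatments fell from 4312 to 2595 with library size only. The IgG comparison is limited by 1 IgG library per treatment, all of replicate 3, and by depth, since Frat1 rests on 6 IgG counts. Depth also limits genes near 0 in DMSO such as Serpinb2 and Il6.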

Other observations

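The tests of the Nrf2, Atf4 and heat shock lists, of the U share in the interaction and of gene copies were chosen after the results had been seen, while those of U-rich 3′ UTRs, length, GC content and recovery were planned before, as were the splits that count called genes. The real split gave the most called genes in each comparison of RNA or RIP groups and in RIP over RNA of each treatment (1 of 35 splits each). It also did for anti-HuR against IgG (1 of 100). Only 8 of the 35 splits part every same-numbered pair, so with the pairs kept no result under 1 of 8 is possible. The IgG libraries are all replicate 3, so their splits cannot keep the pairs. Chance is therefore not excluded by the splits alone. The other splits mix the groups, which adds to their spread and lowers their counts. Of other splits, replicates 1 and 2 against 3 and 4 gave 76 genes in RNA and 229 in RIP for LPS+TM7nox and LPS. In RIP over RNA the largest others were 1718 in DMSO, and 1558 among the 8 that part every pair, and 1478 in LPS, which parts 2 pairs.

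RIP over RNA differed between genes with the U share of 3′ UTRs. With adjustment for length and GC content rho was 0.21 in DMSO, so U-rich 3′ UTRs may account for part of recovery. Transcript length had a larger rho (0.313) than the U share (0.273), and 3′ UTR length (0.37) and ATTTA motifs (0.36) larger ones still. Adjusted for length alone the U-share rho was 0.253, and for GC content alone 0.173, so neither removes it.

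The RNA change under TM7nox did not follow recovery with anti-HuR before treatment: rho was -0.004 across 12268 genes, and 35 of 35 splits gave one as large. For GC content it was -0.04 (27 of 35) and for transcript length 0.044 (19 of 35). This covers all genes, and the most recovered ones were not tested alone. The HuR and AU-rich list did fall in RNA (median -0.28, 38 of 49 lower, camera FDR 0.000724). It does not stand for the most recovered genes, since 27 of its 49 genes were called higher and 7 lower in RIP over RNA in DMSO. It also shares 12 genes with the inflammatory list, which fell as well.

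The change of RIP over RNA under TM7nox followed the U share, with a rho of 0.342 across 10981 genes, higher in 4 of 4 pairs. Yet 4 of 35 splits gave a rho as large, up to 0.423, so variation between libraries unrelated to the treatment may explain it. Of the 8 splits that part every pair, the real one was the largest.

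Hmox1 and Trib3 were among the largest RNA increases under TM7nox. Lists of Nrf2 and Atf4 target genes had medians of 1.40 (20 of 20 higher, camera FDR 2.55e-20) and 1.26 (19 of 19 higher, FDR 5.3e-15), so responses of both may contribute. Heat shock genes had 0.18 (9 of 13 higher, FDR 0.108), with 0.0387 under fry with the replicate block in a range of 0.0387 to 0.122. With 13 genes on both sides of 0, a heat shock response cannot be told apart from none. One unusual library is argued against by an FDR of at most 0.000282 for Hmox1 and Trib3 without any 1 library.

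The difference between replicates 1 and 2 and replicates 3 and 4 (3574 genes) was not met by the other ways of pairing the numbers, which called at most 177. Shared reads themselves were not measured. Among 5 genes with a log2 of at least 3, 2 could share reads with copies or overlapping genes by the annotation, an odds ratio of 0.334 (0.0278 to 2.92). Reads shared between gene copies or overlapping genes therefore cannot be told apart from other causes with so few. Among the 613 with a log2 of at least 1, 285 could share reads by the annotation, against 66.6% of all genes, an odds ratio of 0.418 (0.354 to 0.493). This argues against shared reads as the general cause for these genes.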
